A study of Homo sapiens with 4 samples.

How the data were processed

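RNA immunoprecipitation followed by sequencing (RIP-seq) was carried out in HEK293T cells, an established human embryonic kidney line that carries the SV40 large T antigen. Per the labels' protocols, cell lysates were incubated overnight with beads under native conditions, the beads were washed in a high-salt buffer and a second wash buffer, RNA was released with proteinase K and extracted, and amplified cDNA libraries were sequenced in paired ends. The 4 libraries comprised 2 precipitations with an antibody against PHGDH and 2 control precipitations with an IgG antibody. Groups and replicate numbers were taken from the sample titles.

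The authors deposited 1 table of counts-per-million values (CPM) per library, with 44715 gene symbols and CPM values printed to 3 decimals. The aligner, the counter, the genome build, the annotation, the use of strand, the handling of duplicate reads and any filtering are not stated in the labels or the tables. No molecular identifiers are mentioned, so reads that are PCR copies of a single molecule may have been counted separately. Gene symbols were used as deposited, and 41930 of them (93.8%) matched a symbol of the RefSeq table for GRCh38.p14. That table was used for the set of mitochondrially encoded genes and for the chromosome on which a gene lies. No coordinates are given because the build behind the CPM tables is not stated.

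Within a library the CPM values were whole multiples of the value of 1 read, which gave the total number of reads assigned to genes. The totals were 3365837 and 1216477 reads for anti-PHGDH replicates 1 and 2, and 3875746 and 1579430 reads for IgG replicates 1 and 2. All values came out whole in IgG replicate 1 (100%), as did 99.99% of the values above 0 in each anti-PHGDH library and 99.98% in IgG replicate 2. Exactly 7 values did not, and they are listed in the results. The value of 1 read was 0.297 and 0.822 CPM in anti-PHGDH replicates 1 and 2, and 0.258 and 0.633 CPM in IgG replicates 1 and 2. A count of 0 allows up to 3 reads, which is 0.891 and 2.47 CPM in the anti-PHGDH libraries and 0.774 and 1.90 CPM in the IgG libraries. Such limits, and the 95% Wilson intervals given for shares of reads, cover counting error only.

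The main test was limma 3.58.1 (R 4.3.3) on log2(CPM + 1), with an intensity trend in the empirical Bayes step, over the 9524 genes with at least 5 CPM in at least 2 of the 4 libraries. It was two-sided, without covariates, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Fold changes are on the log2(CPM + 1) scale, which understates the change of low genes and depends on the pseudocount where a library is at 0. The estimated prior degrees of freedom were infinite, so the test used the spread that the trend gives for a gene of that level and not the gene's own spread. Beside the test, genes were counted whose lower anti-PHGDH value was at least 2 times the higher IgG value on CPM + 1. The count in the opposite direction is given beside it, but it is no fair background, since a gene at 0 in a library of 1 group cannot count as higher in that group. Gene classes were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation beside it. The third test, fry, asks whether a class itself changed and not whether it differed from the other genes. The cytosolic ribosomal protein class includes the ribosomal-protein-like paralogs whose symbols begin with RPL or RPS and a number. Symbols in the tables carry no MT- prefix, so the mitochondrial class was defined by the mitochondrial chromosome of the RefSeq table.

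The gene lists, the tests and all but 1 of the alternatives were fixed before the data were examined. The recomputation of CPM without the mitochondrial genes was added afterwards, and the mitochondrial class, first defined by the prefix, was redefined by chromosome once the symbols were seen. The candidate list held PHGDH, BECN1 and ATF4, and the reference list held ACTB, GAPDH, PPIA and HPRT1. The named genes were the 4 highest and the 4 lowest fold changes past the threshold without overlap between groups, filled up to 4 per direction by the smallest unadjusted p. Alternatives covered the pseudocount, the filter on low values, scaling by TMM factors, library medians or quantiles, the empirical Bayes settings, a replicate block, the fold of the rule, leaving out each library in turn, and count models. The count models were edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads, with the 7 values that were not whole rounded to whole reads. With 2 libraries per group, the smallest two-sided p of an exact permutation test is 0.333, so no exact test of a single value was run.

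The procedure was tested on simulated data before use. With gene means and depths of these libraries and a negative binomial dispersion of 0.05, limma called all 200 of 200 genes changed 8-fold, and 9 unchanged genes, among 9144 genes tested. With the dispersion estimated from the 4 libraries (median 2.53), it called 0 of 200 among 7220 genes tested, and the 2-fold rule returned 646 unchanged genes as higher and 786 as lower. Each gene had the same dispersion in all 4 simulated libraries. The real libraries differed far more within IgG (median absolute log2 difference 3.48) than within anti-PHGDH (0.62). The simulated counts therefore need not carry over to them. The overlap of these RNAs with interactions from other assays, which the study's title mentions, was not analysed here.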

Results

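PHGDH is the enzyme that catalyses the first step of serine synthesis from glycolytic intermediates. To ask whether the protein associates with RNA in cells, RNA recovered with an anti-PHGDH antibody was compared with RNA recovered with a control IgG antibody from HEK293T lysates. There were 2 libraries per antibody. The libraries held between 1216477 reads (anti-PHGDH replicate 2) and 3875746 reads (IgG replicate 1) assigned to genes. Both libraries numbered 1 were deeper than both libraries numbered 2.

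The libraries differed in the number of genes they detected. Anti-PHGDH replicates 1 and 2 listed 16767 and 14518 genes above 0, and IgG replicate 2 listed 14794. IgG replicate 1 listed 4148 genes although it was the deepest library. The median number of reads per gene above 0 was 123 in that library and 13 in IgG replicate 2. Of the 9524 genes tested, 5895 (61.9%) were at 0 in IgG replicate 1.

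**Figure D1:**
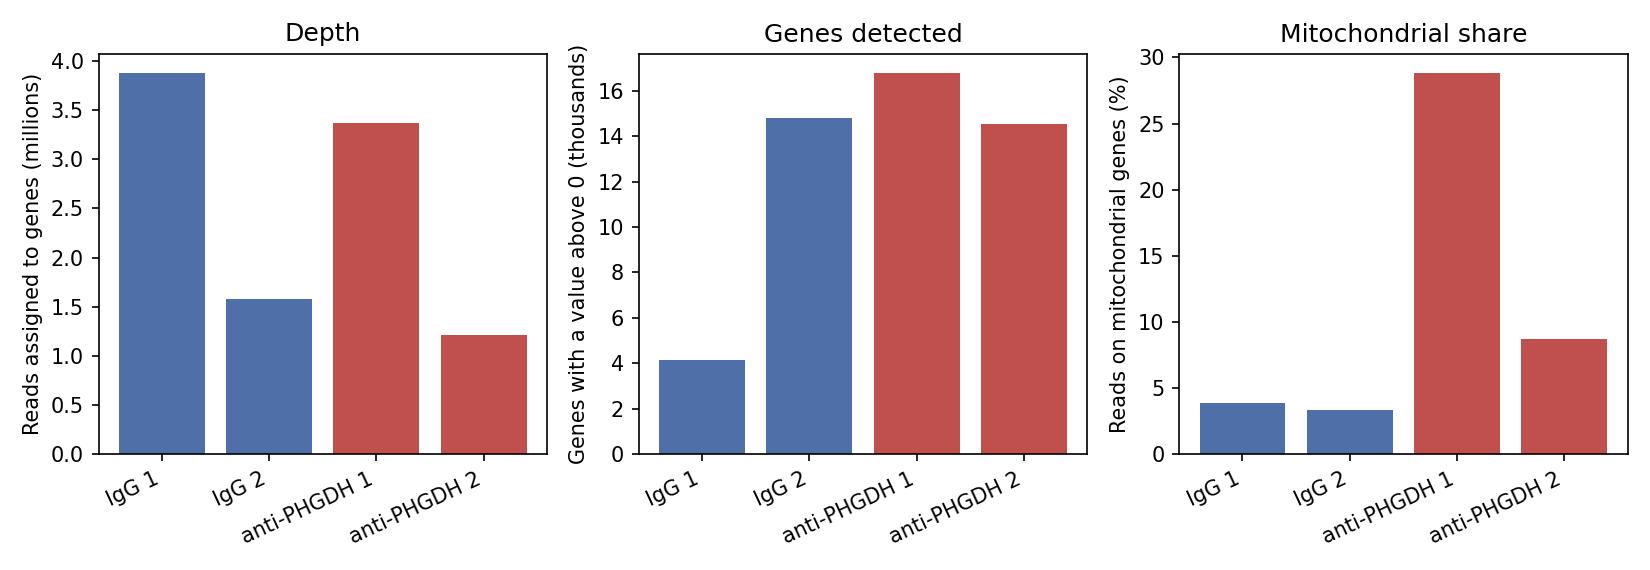
Bars give, for each of the 4 libraries, the reads assigned to genes (left), the genes with a value above 0 (middle) and the percentage of reads on mitochondrially encoded genes (right), with IgG in blue and anti-PHGDH in red. IgG replicate 1 has 3875746 reads but 4148 genes above 0, and anti-PHGDH replicate 1 has 28.8% of its reads on mitochondrial genes.

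Agreement between libraries was measured as the correlation across the genes tested of log2(CPM + 1). Genes are not independent replicates, so these correlations describe the libraries only. The anti-PHGDH replicates correlated with Pearson's r = 0.85 (Spearman's rho = 0.82), and the IgG replicates with r = 0.51 (rho = 0.45). Anti-PHGDH replicate 2 and IgG replicate 2, which were precipitated with different antibodies, had the highest correlation of the 6 pairs, r = 0.93 (rho = 0.90). Anti-PHGDH replicate 1 and IgG replicate 2 correlated with r = 0.77. The pairs of IgG replicate 1 with anti-PHGDH replicates 1 and 2 gave r = 0.39 and r = 0.48. The median absolute difference per gene on the log2 scale was 0.62 between the anti-PHGDH replicates and 3.48 between the IgG replicates. It was 0.39 between anti-PHGDH replicate 2 and IgG replicate 2. The filter on low values moved the correlation between the IgG replicates most upward when it was dropped, to 0.57, and most downward at 20 CPM, to 0.46.

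The comparison of the antibodies gave 1 gene past an adjusted p of 0.05 in limma, higher with anti-PHGDH, and 0 genes lower. At an unadjusted p under 0.05 there were 261 genes higher and 0 lower. The median log2 fold change over all genes tested was 1.92, which was 0.14 without IgG replicate 1. Centring on library medians moved it to -0.57 and quantile normalization to -0.05. The fold changes of the candidates, the references and the classes of genes are therefore also given relative to the median. The count of calls was most affected by the pseudocount, with 11 genes higher at a pseudocount of 0.1. edgeR's quasi-likelihood test on the recovered reads called 0 genes in either direction at an adjusted p under 0.05, with 21 genes higher and 162 lower at an unadjusted p under 0.05.

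The gene past the threshold was PHGDH itself, the mRNA of the protein targeted by the antibody. PHGDH was at 6550.2 and 1531 CPM in anti-PHGDH replicates 1 and 2, a mean of 4041 ± 3549 CPM (SD, n = 2). It was at 0 and 461 CPM in IgG replicates 1 and 2, a mean of 230.5 ± 326 CPM (SD, n = 2). These values rest on 22047, 1863, 0 and 728 reads. The log2 fold change was 7.20 (SE 1.45; limma adjusted p = 0.0062), or 5.28 above the median of all genes. The SE follows from the trend across genes. The spread of PHGDH itself within groups was 4.55 on the log2 scale, larger than that SE. Without IgG replicate 1 the log2 fold change was 2.78, and without IgG replicate 2 it was 11.63. Within replicate number 2, PHGDH was 3.32 times as abundant with anti-PHGDH as with IgG, and within number 1 the IgG library was at 0, which allows up to 0.774 CPM. Anti-PHGDH replicate 1 was 14.2 times as high as IgG replicate 2. PHGDH did not pass the threshold in edgeR (adjusted p = 1.00) or in DESeq2 (adjusted p = 0.951), and over all settings its adjusted p ran from 6.7e-06 to 1.00.

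BECN1 and ATF4 were listed in advance with PHGDH because the study is known to have followed these mRNAs. BECN1 was at 648.3 and 585.3 CPM in anti-PHGDH replicates 1 and 2 (mean 616.8 ± 44.5 CPM, SD, n = 2), and at 0 and 317 CPM in IgG replicates 1 and 2 (mean 158.6 ± 224 CPM, SD, n = 2). Its log2 fold change was 5.11 (SE 1.70, limma adjusted p = 0.677), or 3.19 above the median of all genes. Without IgG replicate 1 it was 0.96. ATF4 was at 814 and 866 CPM with anti-PHGDH (mean 839.8 ± 36.5 CPM, SD, n = 2), and at 18.1 and 259 CPM with IgG (mean 138.7 ± 171 CPM, SD, n = 2). Its log2 fold change was 3.58 (SE 1.46, limma adjusted p = 0.677), or 1.65 above the median of all genes. Without IgG replicate 1 the log2 fold change of ATF4 was 1.69. Within replicate number 2, BECN1 was 1.85 times and ATF4 3.34 times as high with anti-PHGDH as with IgG. Adjusted over all genes tested, 1 of the 3 candidates passed the threshold in limma. Adjusted over the list alone, 3 of 3 passed (limma adjusted p = 2.0e-06 for PHGDH, 0.0039 for BECN1 and 0.015 for ATF4). The list comes from the study that produced these libraries, so the second count is not independent evidence. It was 0 of 3 in edgeR without the replicate block, in DESeq2, after centring on medians and after quantile normalization. It was 1 of 3 in edgeR with the replicate block and 2 of 3 without the trend.

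The values of BECN1 and ATF4 carry a further limit. Of the 50227 values above 0 in the 4 tables, 7 were not a whole number of reads within the rounding of the CPM, and 4 of these 7 belonged to the candidate list. They were BECN1 in the 3 libraries where it was above 0 (2182.07, 712.004 and 501.04 reads in anti-PHGDH replicates 1 and 2 and IgG replicate 2) and ATF4 in IgG replicate 2 (409.60 reads). The other 3 values were mitochondrial mRNAs of the same libraries, ND4 in both anti-PHGDH libraries and CYTB in IgG replicate 2. The rounding limits were 0.0017, 0.00061 and 0.00079 reads in these libraries. The offsets from whole reads summed to 0.00074, -0.00050 and -0.00016 reads, within the rounding limits of the values added. The 3 PHGDH values above 0 were whole reads. The BECN1 comparison, and the level of ATF4 in IgG replicate 2, rest on values that cannot be taken as read counts in the way that the other entries can.

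**Figure D2:**
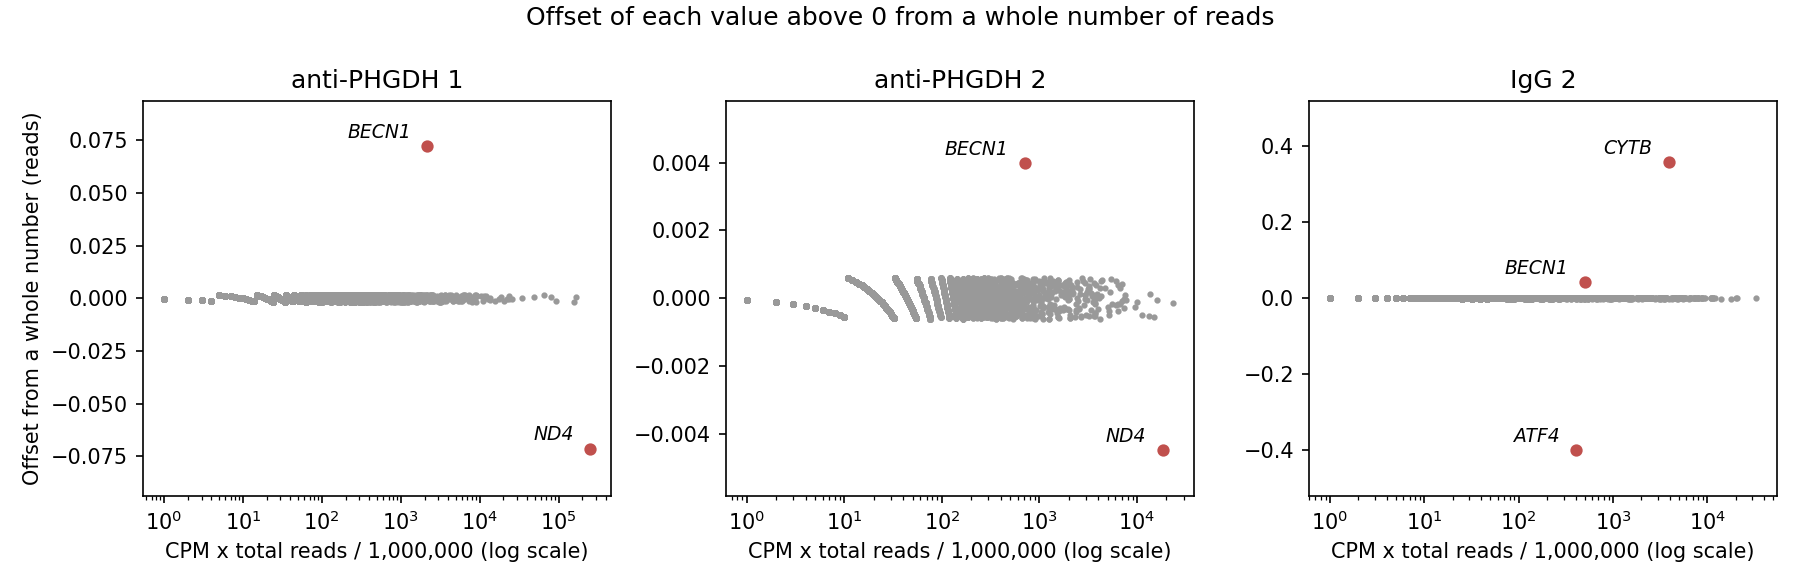
Each point is a gene above 0 in 1 library; the horizontal axis (log scale) gives its CPM converted to reads and the vertical axis the offset from the nearest whole number, in reads, with a separate vertical scale per panel. Grey points lie within the rounding of the CPM, and the 7 red points, BECN1, ATF4, ND4 and CYTB, lie outside it, with offsets of opposite sign in the same library.

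The reference transcripts showed no difference past the threshold. ACTB was at 1593 ± 5.31 CPM with anti-PHGDH and 1382 ± 272 CPM with IgG (SD, n = 2 each). GAPDH was at 2502 ± 746 and 1898 ± 2250.2 CPM, PPIA at 435 ± 255 and 580.3 ± 247 CPM, and HPRT1 at 55.5 ± 16.8 and 133 ± 105 CPM (SD, n = 2 each). Their log2 fold changes were 0.22, 1.24, -0.48 and -1.02, with limma adjusted p between 0.677 and 0.899. Relative to the median of all genes they were -1.71, -0.69, -2.41 and -2.94. All 4 were above 0 in IgG replicate 1, where 61.9% of genes tested were at 0. They are therefore no baseline for genes at 0 there. 0 of the 4 passed when adjusted over the list alone, where the limma adjusted p was 0.848 for each of them. Within replicate number 2 the ratio of anti-PHGDH to IgG ran from 0.816 (PPIA) to 1.14 (HPRT1). The sign for ACTB, GAPDH and PPIA depended on the scaling or the model, and that for GAPDH and PPIA also on single libraries (-0.51 for GAPDH without IgG replicate 1, 0.15 for PPIA without anti-PHGDH replicate 1).

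**Figure D3:**
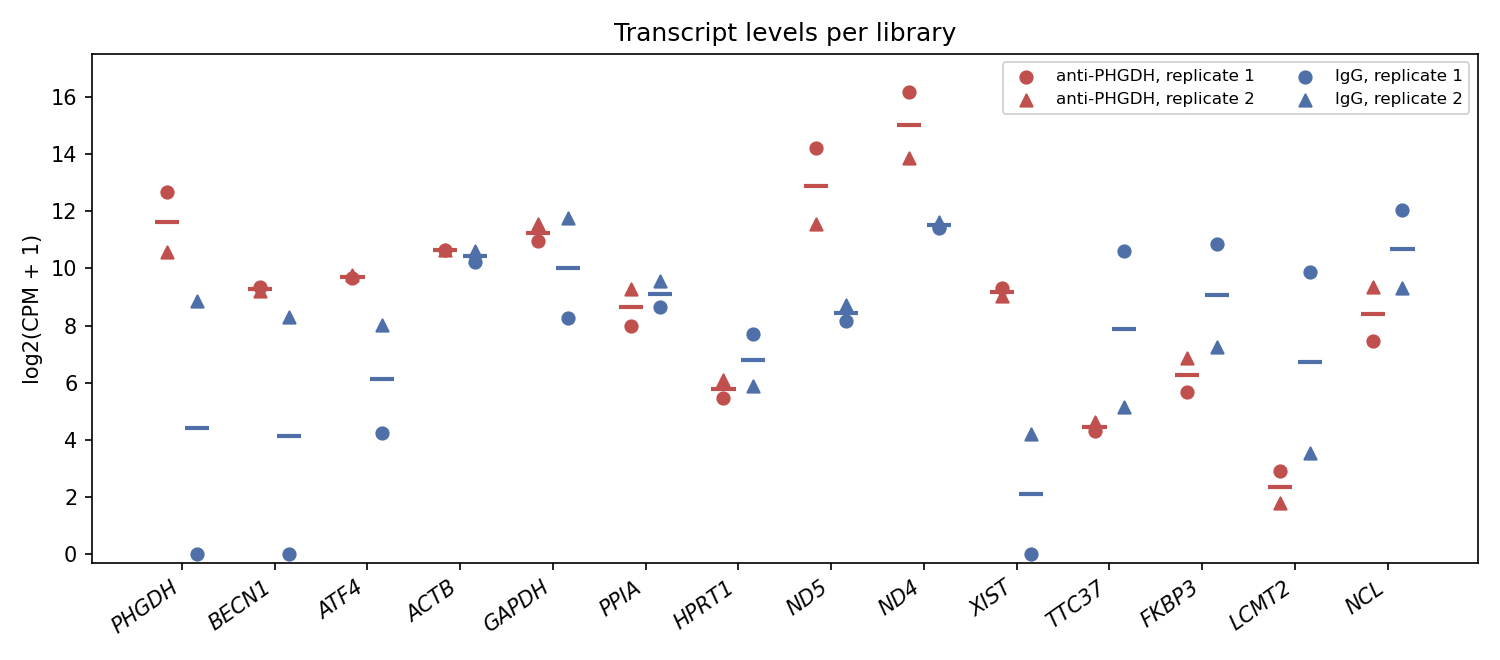
Points give log2(CPM + 1) of each transcript in each library (circles, replicate 1; triangles, replicate 2; red, anti-PHGDH; blue, IgG), and horizontal lines the mean of the 2 replicates. PHGDH, BECN1 and XIST are at 0 in IgG replicate 1, and the IgG values of most transcripts lie farther apart than the anti-PHGDH values.

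The 3 other genes named for the higher direction did not pass the threshold in the reported fit. The mitochondrial mRNAs ND5 and ND4 had log2 fold changes of 4.45 (SE 1.13; limma adjusted p = 0.365) and 3.50 (SE 0.93; limma adjusted p = 0.507). ND4 passed it in 6 and ND5 in 4 of the alternative settings. XIST, a long noncoding RNA of the inactive X chromosome, had a log2 fold change of 7.06 (SE 1.98; limma adjusted p = 0.677). XIST was at 644 and 519.5 CPM with anti-PHGDH against 0 and 17.7 CPM with IgG. The fold change of XIST was 4.95 without IgG replicate 1. In the lower direction, TTC37, FKBP3, LCMT2 and NCL had the smallest p, with log2 fold changes of -3.41, -2.79, -4.36 and -2.26 (limma adjusted p = 0.677 for each). These rested on IgG replicate 1, where they were at 1570.3, 1864, 936 and 4209 CPM. Without that library the log2 fold changes were -0.67, -0.98, -1.20 and -0.89.

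By the rule without a variance estimate, 886 genes (9.30% of those tested) were at least 2-fold higher in both anti-PHGDH libraries than in both IgG libraries, and 8 genes were 2-fold lower. The 5895 genes at 0 in IgG replicate 1 cannot count as lower, so the 2 counts are not on equal terms. Among the 3629 genes above 0 there, 104 were higher and 8 lower. Among the 886 genes, 782 (88.3%) were at 0 in IgG replicate 1. PHGDH and ATF4 were among the 886, and BECN1 was not. Without IgG replicate 1 the counts were 952 higher and 37 lower, and without IgG replicate 2 they were 7206 and 1209. Without anti-PHGDH replicates 1 and 2 they were 1099 and 36, and 2088 and 362. The split changed with the scaling: 109 higher and 157 lower after centring on library medians, and 292 higher and 100 lower after quantile normalization. Most genes tested are at 0 in IgG replicate 1, so centring shifts that library against the others by a constant. The counts after centring follow from that shift and cannot show whether the split is stable. Quantile normalization gives the tied zeros of that library 1 common value, so its counts are shaped by the zeros too. The groups did not overlap for 3651 genes (38.3%) in the higher direction and 587 genes (6.16%) in the lower direction. Chance gives 16.7% each for genes that are not at 0 in a library. For the 5895 genes at 0 in IgG replicate 1 it gives more in the higher direction and none in the lower. The percentages over all genes tested therefore cannot be set against 16.7%. Within replicate number 1, 7297 genes were 2-fold higher and 1454 lower with anti-PHGDH. Within replicate number 2, 1195 were higher and 188 lower.

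Mitochondrially encoded genes took 28.8% of reads in anti-PHGDH replicate 1 (95% Wilson interval 28.8 to 28.9%) and 8.69% in replicate 2 (8.64 to 8.74%). They took 3.87% in IgG replicate 1 (3.85 to 3.89%) and 3.37% in IgG replicate 2 (3.34 to 3.40%). The difference between the anti-PHGDH replicates was larger than that between anti-PHGDH replicate 2 and either IgG library. All 13 mitochondrial mRNAs tested were higher in both anti-PHGDH libraries than in both IgG libraries, and 8 of them were 2-fold higher in every pair. ND4, like CYTB, includes values that were not whole reads. The median log2 fold change of the 15 mitochondrial genes tested was 0.89 above that of the other genes (camera adjusted p = 3.4e-14 at the preset correlation). The difference was 2.43 without IgG replicate 1. It changed sign at a pseudocount of 0.1 (-0.51, with camera's direction still up), without anti-PHGDH replicate 1 (-0.21) and without IgG replicate 2 (-0.75). The median over all genes tested was 1.92 in the reported fit and 0.14 without IgG replicate 1. It was 3.38 at a pseudocount of 0.1 and 3.60 without IgG replicate 2. In those settings the difference moved mainly with the other genes. Without anti-PHGDH replicate 1 that median was 1.96, so there the class itself moved. Cytosolic ribosomal protein genes lay 1.90 below the other genes (median log2 difference -1.90 over 81 genes; camera adjusted p = 1.8e-06), and 0.49 above them after quantile normalization. Their difference was -1.07 without anti-PHGDH replicate 1 and -1.21 without IgG replicate 1. In the reported fit the class's own median log2 fold change was 0.03, so the difference mainly reflects the median of 1.92 over all genes tested. Within replicate number 2 the median difference between the antibodies was -0.22 for the class and 0.18 for all genes tested. Neither class passed the threshold in camera with an estimated correlation. Neither passed it in fry, which tests a class's own change against 0 and not its difference from the other genes. The difference of the other 3 classes was not past the threshold (camera adjusted p = 0.306 for 8 replication-dependent histone genes, 0.112 for 6 snoRNA and scaRNA genes and 0.152 for 7 serine and one-carbon enzyme genes, PHGDH among them). In the last class, PSAT1 was at 123 and 150.4 CPM with anti-PHGDH and at 0 and 111 CPM with IgG, and its limma adjusted p was 0.677.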

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

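The recomputation without mitochondrial genes was chosen after seeing the data, and the other settings were not. The number of genes called higher was 1 in the reported fit and 0 genes were called lower in all 17 settings. The number called higher was 11 at a pseudocount of 0.1, 3 with a filter of 1 CPM, 6 without a filter and 3 with a robust trend. It was 0 after centring on library medians (43 higher and 359 lower at an unadjusted p under 0.05), 0 without the trend (363 and 2), 0 in edgeR (21 and 162), 0 in edgeR with the replicate block (10 and 0) and 0 in DESeq2 (89 and 149). PHGDH was among the calls in 9 of the 16 alternative fits. At a pseudocount of 5 and after quantile normalization the only call was ND4 in place of PHGDH.

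The log2 fold change of PHGDH stayed positive throughout and was not past the threshold at a pseudocount of 5 (6.04, adjusted p = 0.171), after centring on medians (4.71), after quantile normalization (5.63), without the trend (7.20), in edgeR (3.98), in edgeR with the replicate block (7.88) and in DESeq2 (4.35). Its adjusted p ran from 6.7e-06 to 1.00 over the settings, and its fold change from 2.78 to 11.6 across the fits that each left out 1 library. BECN1 ran from 0.96 to 9.27 and ATF4 from 1.69 to 5.46 in those fits. The lowest of each came without IgG replicate 1. Adjusted over the list alone, all 3 candidates passed in 10 of the 16 alternative fits and 0 passed in 4, which were the fits centred on medians, quantile normalized, in edgeR without the block and in DESeq2. The signs of the reference transcripts changed for ACTB after centring on medians (-2.28) and in edgeR without (-0.050) and with (-0.047) the replicate block, for GAPDH after centring (-1.26) and for PPIA after quantile normalization (0.21). Leaving out 1 library also changed the sign for GAPDH (-0.51 without IgG replicate 1) and PPIA (0.15 without anti-PHGDH replicate 1). IgG replicate 1 is at 0 for most genes tested, so centring on medians shifts that library against the others by a constant, which lowers every fold change by the same amount. Quantile normalization gives the tied zeros there 1 common value, so fold changes and classes after it are shaped by the zeros too.

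The number of genes 2-fold higher in every pair (886) was 476 at a pseudocount of 5, 427 with a filter of 20 CPM, 109 after centring on medians, 292 after quantile normalization, 1664 at 1.5-fold and 175 at 4-fold. The number 2-fold lower (8) was 4 at a pseudocount of 5, 19 with a filter of 1 CPM and 19 without a filter, 3 with a filter of 20 CPM, 18 with TMM factors, 157 after centring, 100 after quantile normalization, 70 at 1.5-fold and 0 at 4-fold. Leaving out 1 library at a time gave from 952 to 7206 genes higher and from 36 to 1209 lower, with the highest of both without IgG replicate 2. The rule only loses a condition when a library is left out, so these counts cannot fall below 886 and 8.

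The mitochondrial class lay 0.89 above the other genes in the reported fit. The difference was not past the threshold with an estimated correlation (adjusted p = 0.428), and the class's own change was not past it in fry (adjusted p = 0.298). The difference was -0.51 at a pseudocount of 0.1 (where camera's own direction stayed up), and ran from -0.75 to 2.43 without 1 library (-0.21 without anti-PHGDH replicate 1, -0.75 without IgG replicate 2). The changes at a pseudocount of 0.1 and without either IgG library came mainly from a shift of the other genes, as given above. The ribosomal protein class (-1.90) was at 0.49 after quantile normalization and was not past the threshold with an estimated correlation (-1.90, adjusted p = 0.627). Its own change, a median log2 fold change of 0.03, was not past the threshold in fry (adjusted p = 0.968), which is no test of the difference from the other genes. It ran from -2.62 (without anti-PHGDH replicate 2) to -1.07 (without anti-PHGDH replicate 1). The histone class, at -0.05 in the reported fit, ran from -0.58 without IgG replicate 1 to 0.74 without IgG replicate 2. The snoRNA and scaRNA class passed the threshold with a filter of 1 CPM (-1.06), a mean of 5 CPM (-3.64), no filter (-0.70), centring on medians (-2.05) and quantile normalization (-1.61), and ran from -3.43 to -0.22 without 1 library. The set of genes in this class changes with the filter. The serine and one-carbon class passed it at a pseudocount of 0.1, where camera's direction was up although the median difference was negative (-2.10), so the pass is not a decrease. Camera's direction for this class was up in the reported fit too. Its median difference changed sign at a pseudocount of 5 (0.068), without a filter (0.052) and after quantile normalization (0.43). For the other changes the cause was not tested. Among single genes named for their rank, 10 results became stronger and 0 became weaker: ND4 passed the threshold in 6 settings and ND5 in 4. Without the mitochondrial genes, 1 gene was called and PHGDH was at 7.49.

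Replicate numbers 1 and 2 occur for both antibodies. Whether samples with the same number deviate together is not settled with 2 pairs: the correlation across genes of their deviations from the group means was 0.0058, and 0.16 over the 3629 genes above 0 in IgG replicate 1. The split by number, which also follows the depth, gave 801 genes 2-fold apart, and the crossed split gave 89. Of the 801, 95 were higher and 706 lower in the libraries numbered 1, a direction that the zeros of IgG replicate 1 favour. The labels give no more than the number, so the samples were not treated as pairs. The replicate block in limma gave 4 genes higher, among them PHGDH (adjusted p = 0.0021), ND4 and ND5. Pairing within replicate numbers in the fold rule gave 1106 genes higher and 36 lower. The block left the calls of BECN1, ATF4, the references and the 5 classes where they were. Leaving out a library leaves an arm with 1 sample, so no calls were made in those fits.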

Other observations

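Tests in this part were chosen after the patterns had been seen. The outcome of the test was also known beforehand for all of them except the sampling model of IgG replicate 1, the excess among genes above 0 in IgG replicate 1, and the splits counted for the limma calls.

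The 7 values that are not whole reads were found while the depth was being recovered. Rounding of the CPM to 3 decimals is excluded, since the largest offset was 0.400 reads (ATF4 in IgG replicate 2) against a limit of 0.00079. Counting that splits shared reads throughout is also argued against, because 4 of the 18730 genes above 0 in any library were off the step. A split limited to these genes is not excluded, since it too would recur in BECN1 across libraries and give offsets that cancel. Rounding of single entries accounts for part of the values at most: 2 of the 7 equal the nearest whole-read CPM at fewer decimals (BECN1 at 648.279 and 585.297 CPM, listed as 648.3 and 585.3). The nearest whole-read values are 317.203 CPM for BECN1 and 259.587 CPM for ATF4 in IgG replicate 2, listed as 317.23 and 259.334. In each library the offsets cancelled, with a largest sum of 0.000744 reads. This is what entries changed after the CPM were computed, with a mitochondrial gene of the library adjusted to keep the total, would give. It is a candidate explanation found from the same values. The tables do not show when, how or why such a change was made, or whether it came before or after the deposit. A change by whole reads would leave no trace, so the size of any change to BECN1 or ATF4 is unknown. That 4 of the 7 values fall among the 10 candidate values above 0 has a Fisher's exact p of 2.8e-14 over the 50227 values (two-sided, entries treated as independent). The counts before normalization would settle the question. No biological explanation was tested.

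IgG replicate 1 listed 4148 genes. Depth does not account for this: with every library thinned to 1216477 reads it listed 3632 genes, against 14200 to 14681 in the others. A few abundant genes do not account for it either, since its 10 most abundant genes took 7.64% of its reads, the lowest share of the 4 libraries. The share of genes at 0 fell with their level in IgG replicate 2, from 78.0% at 5 to 20 CPM to 54.5% at 20 to 100 CPM and 5.39% at 500 to 2000 CPM. Random sampling of few starting molecules alone is argued against: at the rate fitted between 20 and 100 CPM, 0.013 of the 204 genes at 500 to 2000 CPM would be at 0, and 11 were. All 11 had at least 100 CPM in anti-PHGDH replicate 2. A loss that depends in part on the transcript may contribute. Of genes at 20 to 100 CPM in IgG replicate 2, 62.0% were at 0 on chromosomes 16, 17, 19, 20 and 22, which carry many GC-rich genes, and 43.2% on chromosomes 3, 4, 5, 6, 13 and 18 (Fisher's exact p = 3.1e-13, two-sided, genes treated as independent). GC content per gene was not used here, so the property itself stays open. Few starting molecules combined with such a loss stays open too, as do differences in the precipitation itself.

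The 886 genes higher against 8 lower are not explained by the zeros of IgG replicate 1 alone, though these zeros tilt the count. With IgG replicate 1 left out of the rule and of the filter (at least 5 CPM in IgG replicate 2 or in both anti-PHGDH libraries), 951 genes were higher and 109 lower. The counts were 952 and 37 with the filter over all 4 libraries, so that filter removed genes of the lower direction. CPM recomputed without the mitochondrial genes gave 1093 genes higher, a rise fixed by arithmetic, since these genes take a larger share of the anti-PHGDH libraries and so lower the CPM of all other genes there. The excess was not limited to genes missing from IgG replicate 1, because 170 genes above 0 there were higher against IgG replicate 2 and 25 were lower (169 and 40 with the other filter). It was larger among the 5895 genes at 0 there, with 782 higher and 12 lower (782 and 69 with the other filter). The share higher was 13.3% among genes at 0 in IgG replicate 1 and 4.68% among genes above 0. A property that differs between chromosomes may contribute here too. On the chromosomes with many GC-rich genes, 13.02% of genes were 2-fold higher against IgG replicate 2. On chromosomes 3, 4, 5, 6, 13 and 18 the share was 6.38% (Fisher's exact p = 4.7e-13, two-sided). The shares 2-fold lower were 0.33% and 0.30%, from 7 and 6 genes, too few to show whether that direction shifted. An effect of the antibody stays open and untested, since IgG replicate 2 is then the only control. Among the 3 libraries other than IgG replicate 1, anti-PHGDH replicate 1 also stood apart, with 1014 genes higher and 1028 lower in both of the others. Of the 3 splits of the 4 libraries into pairs, 1 gave as many genes 2-fold apart in either direction (894), the real one included. The split by replicate number, which follows the depth, gave 801, with 95 higher and 706 lower in the libraries numbered 1. A gene at 0 in IgG replicate 1 can count only as lower there, so these zeros tilt this split too. For the limma calls, 2 of the 3 splits gave at least 1 gene, the split by replicate number giving 2. With 3 splits the share cannot go under 0.333, so chance cannot be told apart from the antibody by this count.

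PHGDH mRNA was not singled out by the zero in IgG replicate 1 alone. Among the 505 genes at 200 to 1000 CPM in IgG replicate 2, ranked by the smaller of the differences of the 2 anti-PHGDH libraries from that library, PHGDH was at percentile 99.0, with 4 genes above it. Among the 63 of these genes that were at 0 in IgG replicate 1, 0 were above it. The rank holds for this range of levels only. PHGDH, at 3.32 times within replicate number 2, was not among the 175 genes 4-fold higher in every pair. XIST, below the range in IgG replicate 2, was 29.3 times as high within that number. Recovery of the mRNA with its own nascent protein and binding of the mRNA by the finished protein are both possible, and these libraries hold no value that separates them. ATF4 was at percentile 98.6 and BECN1 at 97.2 by the same measure, with the limit on their values given above.

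The 13 mitochondrial mRNAs higher in both anti-PHGDH libraries include ND4 and CYTB, with values that are not whole reads, and 11 others. The share in anti-PHGDH replicate 1 (28.8%) was far from that in replicate 2 (8.69%), so its size is not settled by these libraries. No technical explanation of the rise was tested, and neither was association with the protein.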
